A study of Rattus norvegicus with 2 samples. Its data were reported in "TGF-beta signalling in the adult neurogenic niche promotes stem cell quiescence as well as generation of new neurons" (2014).

How the data were processed

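Gene expression was measured in cultured cells of the adult rat brain, from the subventricular zone per the labels, 1 array with TGF-β1 and 1 control array, grouped by their titles in the labels. The deposited intensity values are signals that the authors computed with MAS5, as the submitters' processing notes name it, on the linear scale and with global scaling of each array. The 2% trimmed means of the columns differed by less than the 5% set before the data were examined, so the signals were used as deposited. The table holds no detection or change calls, and the raw image files were not analysed here.

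Of the probe sets, 12783 were paired with 1 gene symbol, 312 with several and 2771 with none, and 57 were control probe sets. Symbols came from the platform table, were matched to the reference gene table of the rat assembly GRCr8, which was used for names only, and 0 symbols were updated. A gene was represented by the probe set with the highest mean signal among those with 1 symbol, which gave 10411 genes. The floor was the 40th percentile of all signals of both arrays, 24.3, and lower signals were set to it. Genes below it on both arrays, 3208, were left out, and 7203 remained, of which 6622 were above it on both arrays and 581 on 1. For the latter the ratio is a bound. Signal over background limits what can be read: probe sets near the floor carry little information, and the number of arrays limits precision, since the spread between cultures was not measured.

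The log2 ratio of TGF-β1 over control was taken per gene, and genes past 2-fold and 1.5-fold were counted. No test was run and no p-value computed, because 1 array per group leaves no spread between replicates. As a measure of technical error, the difference in log2 ratio between 2 probe sets of a gene was divided by the square root of 2, and its SD was taken over 827 genes; it holds probe set error and isoforms, but not the spread between cultures.

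The 31 gene lists were written before the data were examined. They cover TGF-β-induced genes, Id genes, TGF-β and BMP receptors and Smads, extracellular matrix, DNA replication, mitosis, cell cycle inhibitors with cyclins D and G, the Notch pathway, neural stem and progenitor cells, immature neurons, synapses, ionotropic glutamate receptors, voltage-gated channels, astrocytes, oligodendrocyte progenitors, myelin, microglia, endothelial and mural cells, ependyma and choroid plexus, aminoacyl-tRNA synthetases, amino acid synthesis, ribosome biogenesis, cytosolic ribosomal proteins, cholesterol synthesis, glycolysis, hypoxia, pro-apoptotic and anti-apoptotic genes, antigen presentation and interferon response, immediate early and heat shock genes, and the genes the study names in its text. Lists of extracellular matrix, DNA replication, microglia, endothelial and mural cells, ependyma, ribosomal proteins, hypoxia, interferon response and immediate early genes came from general knowledge, although single members such as Tnr, Ccne1, Mcm7, Ier3 and Myc are among the genes the study reported. The apoptosis lists were also written from general knowledge, but the study reported cell death as a category. The other lists were written knowing categories or genes that the study reported. For each list the median log2 ratio of its measured members was set against 10000 random lists of the same size, matched on 10 bins of mean signal, and its percentile is given among 10000 random lists as a description of these libraries.

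Genes are named by a rule set before the data were examined: the 10 highest and 10 lowest ratios among genes above the floor on both arrays, up to 5 genes per direction at the floor on 1 array with a bound of 4-fold or more, every gene the study names, and the 3 members of each list with the largest ratio in either direction above the floor on both arrays. Other members mentioned were chosen after their values were seen.

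Alternatives set before the data were examined were 4 other scalings (equal trimmed means, median centring, quantile normalization and loess with a span of 0.3), floors at the 20th and 60th percentile, no floor, the floor value added to every signal, the mean over probe sets, only probe sets without the suffixes for shared transcripts (_s_at, _x_at and _a_at), and random lists without matching. Families of genes with a shared symbol stem and at least 8 measured members were compared with random lists in the same way, and both that search and its alternatives were chosen after seeing the data.

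The procedure was tested on simulated data with the spread of probe sets on 7116 genes: of 100 genes with a simulated 2-fold difference 85 reached 1.5-fold, and of 100 with a 4-fold difference 99 did. Of 6916 unchanged genes, 578 (8.36%) reached 1.5-fold and 21 (0.304%) reached 2-fold. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The study's other experiment, on another array, was not analysed here.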

Results

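Global gene expression was measured in adult rat brain cells cultured as proliferating neural stem and progenitor cells. The labels give their origin as the subventricular zone, a neurogenic region, whereas the study's supplement describes the array cultures as hippocampal, and this conflict was not resolved. The cells came from rats 3 months of age and were kept for 7 days with the growth factors EGF and FGF. The comparison asks which transcripts of dividing neural progenitor cells differ in abundance when transforming growth factor β1 (TGF-β1), a secreted regulator of cell growth, is present. Cells of the TGF-β1 group received 10 ng/ml of the factor 3 times per week, and control cells received its solvent, hydrochloric acid with albumin. RNA of each group was hybridised to 1 oligonucleotide array, so there were 2 arrays in all. The trimmed mean signal was 100.02 on both arrays, and the median signal was 41.2 with TGF-β1 and 39.1 in the control. Signals reached or exceeded the floor of 24.3 for 60.1% of probe sets with TGF-β1 and for 60% in the control. The authors' global scaling sets the trimmed means alike. The floor, a percentile of both arrays together, sets the pooled share near 60%. With 1 array per group there was no replicate check, the number of arrays limits the precision, and no test between the groups was possible, so every difference below describes these 2 arrays.

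With TGF-β1, transcripts of oligodendrocyte progenitors, astrocytes and synapses had higher signals, and transcripts of DNA replication, mitosis, protein synthesis and cholesterol synthesis had lower signals. Tnr, which encodes the matrix glycoprotein tenascin R, had the highest ratio among genes measured on both arrays, at 7.76-fold the control (489 against 63). Pmepa1, a TGF-β-induced inhibitor of Smad signalling, was 5.44-fold higher (546 against 100.5). At the other end, Rpl37a, a protein of the large ribosomal subunit, was 4.05-fold lower (676 against 2734), and the growth-promoting transcription factor Myc was 3.85-fold lower (98.6 against 379.8). The list medians were 0.78 for oligodendrocyte progenitor markers and -0.74 for DNA replication on the log2 scale, against -0.01 for all genes above the floor.

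Of 7203 genes above the floor on at least 1 array, 138 were at least 2-fold higher with TGF-β1 and 97 were at least 2-fold lower. At 1.5-fold the counts were 586 higher and 623 lower. These counts moved by over 1.5 times with the floor: at the 20th percentile of signals 251 genes were at least 2-fold higher and 262 lower, and at the 60th percentile 69 were higher and 55 lower. One measure of technical error in these arrays is the spread between probe sets of one gene, whose SD was 0.34 on the log2 scale over 827 genes. Of those genes 1.09% differed by 2-fold or more between their probe sets on that scale and 9.31% by 1.5-fold or more, whereas 3.26% of genes differed by 2-fold or more in either direction between the arrays and 16.8% by 1.5-fold or more. In simulated data with this spread, 0.304% of unchanged genes reached 2-fold and 8.36% reached 1.5-fold in either direction, so a single gene near 1.5-fold cannot be separated from probe set error.

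**Figure D1:**
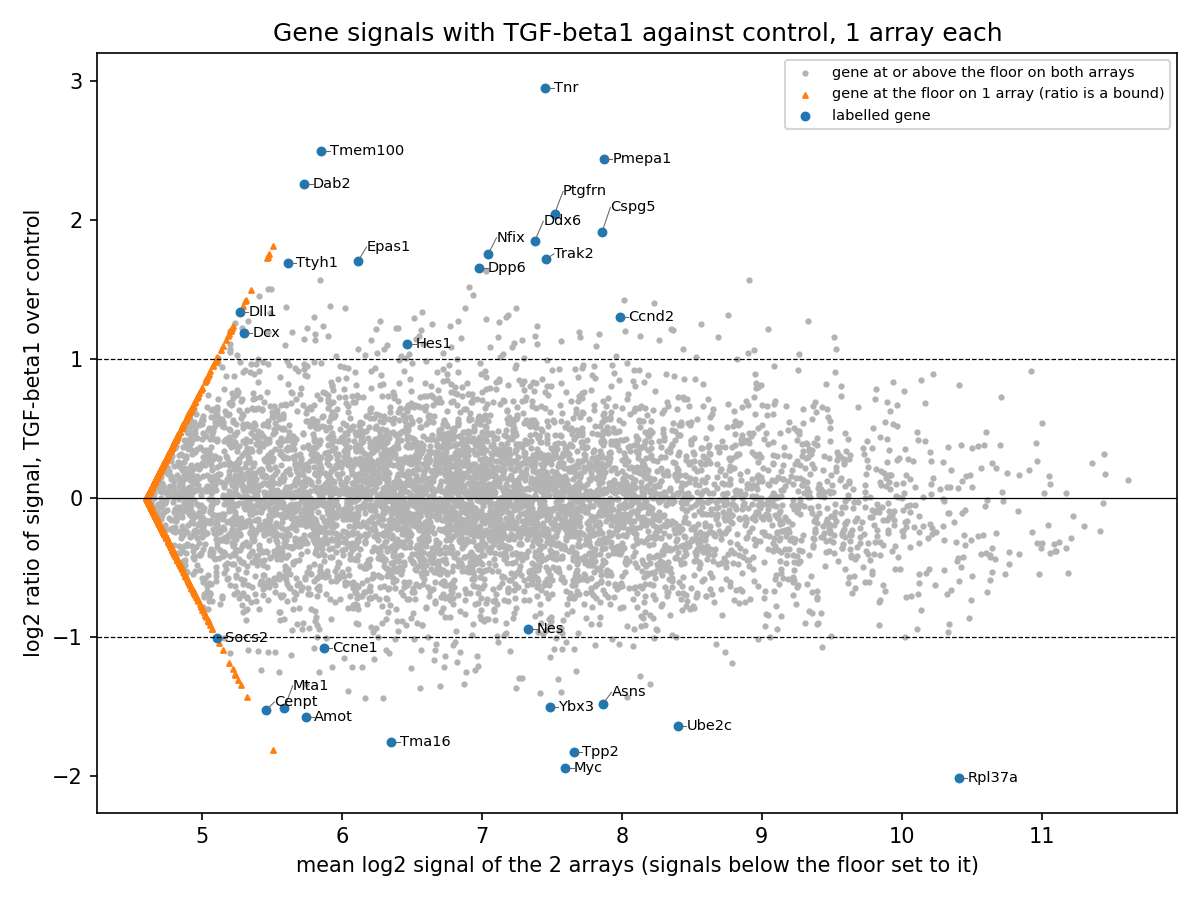
Log2 ratio of signal, TGF-β1 over control, against the mean log2 signal of the 2 arrays for each of 7203 genes, with genes at the floor on 1 array as triangles and 2-fold marked by dashed lines. Tnr lies highest at 2.96 and Rpl37a lowest at -2.02.

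Among the 10 highest ratios, Ptgfrn, an inhibitor of prostaglandin F receptor signalling, was 4.13-fold higher (373 against 90.3), and Cspg5, a chondroitin sulphate proteoglycan of neural tissue, was 3.77-fold higher (450.3 against 119.6). The RNA helicase Ddx6 was 3.61-fold higher (316 against 87.6), but its other probe set had a log2 ratio of 0.42. Nfix, a transcription factor of the nuclear factor I family, was 3.37-fold higher (243 against 71.9). Trak2, an adaptor for the transport of mitochondria, was 3.29-fold higher (318 against 96.8), with a log2 ratio of 0.22 for its other probe set. Epas1, a hypoxia-inducible transcription factor, was 3.26-fold higher (125 against 38.4), and the membrane protein Ttyh1 3.24-fold higher (88 against 27.2). Dpp6, an auxiliary subunit of potassium channels, was 3.15-fold higher (224 against 71.3), and its second probe set, below the floor in the control, gave only a bound. Below the floor in the control and so given as bounds were Tmem100, a membrane protein, at least 5.65-fold higher with a signal of 137, and Dab2, an adaptor of TGF-β receptors, at least 4.79-fold higher with a signal of 116.

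Among the 10 lowest ratios after Rpl37a and Myc came the peptidase Tpp2, 3.55-fold lower (107 against 381), and Tma16, a translation machinery-associated protein, 3.38-fold lower (44.5 against 150.2). Ube2c, a ubiquitin-conjugating enzyme of the anaphase-promoting complex, was 3.12-fold lower (191 against 598). Amot, the scaffold protein angiomotin, was 2.98-fold lower (31 against 92.4), and Cenpt, a centromere protein, 2.88-fold lower (25.9 against 74.7). Mta1, a chromatin remodelling subunit, was 2.85-fold lower (28.5 against 81.3), the Y-box protein Ybx3 2.84-fold lower (106 against 302), and asparagine synthetase, Asns, 2.79-fold lower (139.7 against 389.7). No gene at the floor with TGF-β1 had a bound of 4-fold or more. Low signals make several ratios depend on the floor. With the floor at the 60th percentile the log2 ratios were bounds of only -1.20 for Tma16, -0.50 for Amot, -0.31 for Mta1, -0.19 for Cenpt, 0.43 for Ttyh1, 0.94 for Epas1, 1.07 for Tmem100 and 0.83 for Dab2. Of genes described below, Ccne1 (-0.38), Mad2l1 (-0.56), Mthfd1l (-0.14), Vars1 (-0.27), Farsa (-0.33), Mmp11 (-0.31), Esam (-0.060), Klf2 (-0.71), Ier3 (0.26), Gria4 (0.21), Pak3 (0.067), Kcnd3 (0.11) and Scn3a (0.58) were likewise smaller bounds with that floor.

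The genes that the study names in its text were chosen partly on these arrays and are not independent evidence. Of the 20 that could be measured, 10 were higher and 10 lower, and their median was 0.12 (90.7 percentile of random lists). That median turned to -0.06 with the floor at the 20th percentile, without a floor and with the floor value added to every signal. With the floor at the 60th percentile it was -0.22. The Notch ligand Dll1 was at least 2.53-fold higher, with a signal of 61.5 and a control below the floor, and the Notch ligand Jag1 was 1.33-fold higher (51.3 against 38.7). Hes1, a transcriptional repressor downstream of Notch, was 2.16-fold higher (129.9 against 60.2). Dcx, a microtubule protein of migrating neuroblasts, was 2.28-fold higher (59.5 against 26.1), with a control signal near the floor and a log2 ratio of 0.73 when the floor value was added to every signal, and cyclin D2, Ccnd2, was 2.47-fold higher (398 against 162). Smaller differences were measured for the BMP receptor Bmpr1a, 1.36-fold higher (82.5 against 60.6), the kinase Map2k1, 1.25-fold higher (206 against 165), and the sulfhydryl oxidase Qsox1, at least 1.23-fold higher with a signal of 30. Mbp, the gene of myelin basic protein, turned from a log2 ratio of -0.06 (1029.9 against 1072) to 0.04 after quantile normalization and 0.05 after loess, less than the spread between probe sets either way, and its second probe set had a log2 ratio of -0.23. Lower signals were found for the cyclins Ccnb1, 1.66-fold (374 against 620.4; log2 ratio -1.10 by its other probe set), Ccne1, 2.11-fold (40.3 against 85), and Ccng1, 1.69-fold (352 against 593), and for the mitotic regulators Plk1, 1.53-fold (132 against 203), and Cdc20, 1.57-fold (217 against 339.9; log2 ratios of -0.74 and -0.39 by its other probe sets above the floor on both arrays, and a bound of only -0.18 without probe sets for shared transcripts). The cyclin-dependent kinase inhibitor Cdkn1c was 1.76-fold lower (35.3 against 62.2), and the cytokine signalling suppressor Socs2 was at least 2.01-fold lower with a control signal of 48.9. Nes, which encodes the progenitor filament protein nestin, was 1.93-fold lower (116 against 224). The study's text counts nestin among the increased genes, whereas its supplementary gene lists give it as reduced. Neurod1 was below the floor on both arrays, and Tgfbr2, Ascl1, Tp53 and Mapk3 were not analysed here because no probe set was paired with their symbols alone.

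**Figure D2:**
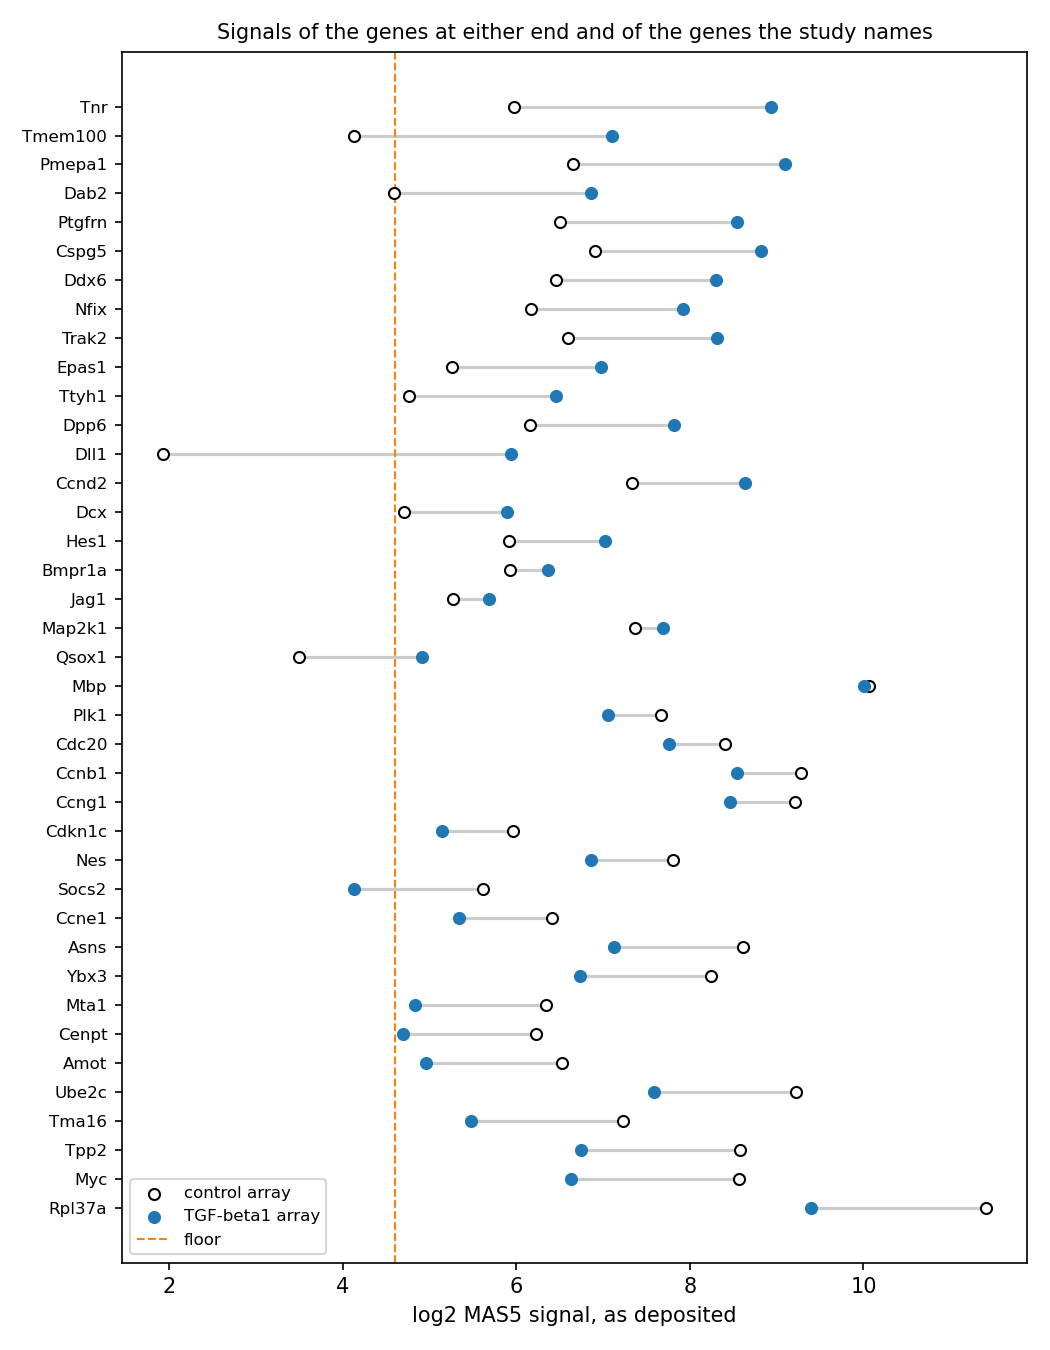
Log2 signal, as deposited, of the genes at either end of the ratios and of the genes the study names, with the control array as open circles, the TGF-β1 array as filled circles and the floor as a dashed line. Mbp differs least, at 1030 with TGF-β1 and 1072 in the control.

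Cell division transcripts were lower as groups. Of 34 measured genes of DNA replication, 32 were lower with TGF-β1 and 21 of them at least 1.5-fold, with a median log2 ratio of -0.74, below all 10000 random lists. Orc6, a subunit of the origin recognition complex, was 2.24-fold lower (67.5 against 152; -0.84 on the log2 scale by its other probe set above the floor on both arrays), the replication protein A subunit Rpa3 2.15-fold lower (291 against 626), and the helicase factor Gins1 2.14-fold lower (64.8 against 139). In the mitosis list 31 of 32 genes were lower, 19 of them at least 1.5-fold, and the median of -0.63 was below all 10000 random lists; besides Ube2c, the kinesin Kif20a was 2.64-fold lower (117 against 308) and the spindle checkpoint gene Mad2l1 2.22-fold lower (43.5 against 96.6). The study reported cell cycle and proliferation genes from these arrays, so the mitosis list is not independent evidence for its members Ccnb1, Cdc20 and Plk1, nor the replication list for Ccne1 and Mcm7. Cell cycle inhibitors and cyclins D and G went both ways, with 8 of 19 higher, 11 lower and a median of -0.04 at percentile 42.7. The study names Ccnd2, Cdkn1c, Ccng1 and Qsox1, and this list is not independent evidence for them. Within it Ccng2, a cyclin induced on cell cycle arrest, was 1.74-fold lower (63.4 against 110.1).

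Transcripts of protein synthesis and its supply were lower too. Ribosome biogenesis had 43 of 46 genes lower, 22 at least 1.5-fold, with a median of -0.54. In this group the nucleolar methyltransferase Fbl was 2.28-fold lower (293 against 668), the pseudouridine synthase Dkc1 2.20-fold lower (71.9 against 158) and Mrto4, a ribosome assembly factor, 2.17-fold lower (55 against 119). Of 39 cytosolic ribosomal proteins 38 were lower, 12 at least 1.5-fold, with a median of -0.43; Rpl27 was 2.0-fold lower (738 against 1472) and Rpl35a 1.95-fold lower (919.8 against 1795). Ribosomal protein genes have many processed copies, so their probe sets can read related transcripts and their single values are uncertain. Aminoacyl-tRNA synthetases, which charge tRNAs, were lower for 20 of 21 genes, 10 at least 1.5-fold, with a median of -0.58, including Iars1, 2.58-fold lower (94.1 against 243), Vars1, 1.92-fold lower (41.2 against 79.1), and Farsa, 1.83-fold lower (44.9 against 82.2). The list of amino acid synthesis, one-carbon metabolism and Atf4 targets had 23 of 25 genes lower, 15 at least 1.5-fold, and a median of -0.66; besides Asns, the mitochondrial folate enzymes Mthfd1l and Shmt2 were 2.39-fold (30.3 against 72.3) and 2.37-fold lower (132 against 314). Cholesterol synthesis had 16 of 21 genes lower, 8 at least 1.5-fold, with a median of -0.52: Fdps, farnesyl diphosphate synthase, was 1.99-fold lower (512 against 1019) and Idi1, isopentenyl diphosphate isomerase, 1.81-fold lower (419 against 757), while Insig2, a brake on the pathway, was 1.70-fold higher (49.9 against 29.4). All medians of this paragraph lay below all 10000 random lists. The study reported the categories of every list here except that of ribosomal proteins, so those lists are not independent evidence of their direction.

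Glial markers were higher. All 13 measured oligodendrocyte progenitor markers were higher with TGF-β1, 8 of them at least 1.5-fold, with a median of 0.78; after Tnr and Cspg5, the largest ratio on both arrays was that of Epn2, an endocytic protein, 2.49-fold higher (684 against 275; 0.87 on the log2 scale by its other probe set). All 14 measured astrocyte markers, of 29 with a probe set, were higher as well, 7 at least 1.5-fold, with a median of 0.56. Of these, 3 were at the floor on 1 array, and the median was only 0.15 when the floor value was added to every signal. Ndrg2 was 2.41-fold higher (216 against 90) and the glycolytic enzyme Aldoc 2.0-fold higher (643 against 321). The medians of 0.78 and 0.56 were above all 10000 random lists. Myelin and mature oligodendrocyte markers had 9 of 14 genes higher, 1 at least 1.5-fold, with a median of 0.29 at percentile 99.2, which fell inside the random range, at percentile 89, when the floor value was added to every signal. Ugt8, an enzyme of myelin lipid synthesis, was 1.53-fold higher (387 against 253), the tetraspanin Tspan2 1.46-fold (311 against 214; 1.92 on the log2 scale by its other probe set) and the lipid enzyme Enpp2 1.39-fold (281 against 203). The study had reported genes of these lists from the same arrays, among them Tnr, Cspg5, Ndrg2, Aldoc, Tspan2 and Mbp, so the lists are not independent evidence for those members. Markers of other cell types that such cultures could hold had few measurable members and stayed within the central 95% of random lists. Microglia and macrophage markers had 5 measured genes and a median of 0.15 (percentile 78.4), which turned to -0.16 over 17 genes with the floor at the 20th percentile. Among them Aif1 was 1.23-fold lower (37 against 45.4) and Csf1r 1.07-fold higher (35.2 against 33). Endothelial and mural cell markers had 8 and a median of -0.06 (percentile 31.4), with Esam 1.74-fold lower (39.3 against 68.2), Slco1a4 1.41-fold higher (57.1 against 40.4) and Mcam 1.30-fold lower (66.8 against 86.8), although another Mcam probe set was higher, at 0.11. Ependymal and choroid plexus markers had 5 and a median of 0.02 (percentile 54.6), a sign that flipped to -0.01 after loess, with Mia 1.20-fold higher (30.1 against 25) and Folr1 1.02-fold lower (27.5 against 28.1).

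Transcripts of the synapse were also higher. In the list of synaptic vesicle and synapse organisation 27 of 32 genes were higher, 11 at least 1.5-fold, with a median of 0.47. In that of ionotropic glutamate receptors 9 of 10 were higher, 6 at least 1.5-fold, with a median of 0.60. Both medians were above all 10000 random lists. The measured genes were 32 of 46 and 10 of 17 with a probe set, with 9 and 1 at the floor on 1 array. With the floor value added to every signal the medians were only 0.25 and 0.22, at percentiles 100 and 99.8. Cadps, which primes dense-core vesicles, was 2.39-fold higher (154 against 64.7), Snap25, a SNARE protein of vesicle fusion, 2.23-fold higher (208 against 93.1), and the vesicle protein Syngr3 1.97-fold higher (54.3 against 27.6). The AMPA receptor subunits Gria4, Gria2 and Gria3 were 2.29-fold (75.8 against 33.1), 2.20-fold (457 against 208) and 1.55-fold higher (392 against 253), and another Gria3 probe set, below the floor in the control, had a log2 ratio of at least 1.42. Immature neuron markers were higher for 12 of 18 genes, 5 at least 1.5-fold, and lower for 6, 2 at least 1.5-fold. Their median was 0.23 at percentile 98.6. It fell inside the random range with the floor at the 20th percentile (percentile 92.4). It did so too with the floor value added to every signal (percentile 96). Besides Dcx, the adhesion molecule Ncam1 was 2.15-fold higher (140.1 against 65.1), though its other probe set had a log2 ratio of -0.13. The kinase Pak3 was 1.94-fold higher (68.5 against 35.3). At low signals, Sox11 was 1.53-fold lower (26.8 against 40.9) and Tubb3 1.51-fold lower (35 against 53). Voltage-gated sodium, calcium and potassium channels stayed within the central 95% of random lists, except without a floor and with the floor value added to every signal (percentile 99.2), with 13 of 21 genes higher, 4 at least 1.5-fold, and a median of 0.17 at percentile 95.3. They included the sodium channel Scn3a, 2.61-fold higher (97.6 against 37.4), and the potassium channel Kcnd3, 2.15-fold higher (70.8 against 33), whereas the sodium channel subunit Scn4b was 1.54-fold lower (26.4 against 40.7). The study reported neuronal and channel genes from these arrays, so these lists are not independent evidence of their direction for the genes it reported.

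**Figure D3:**
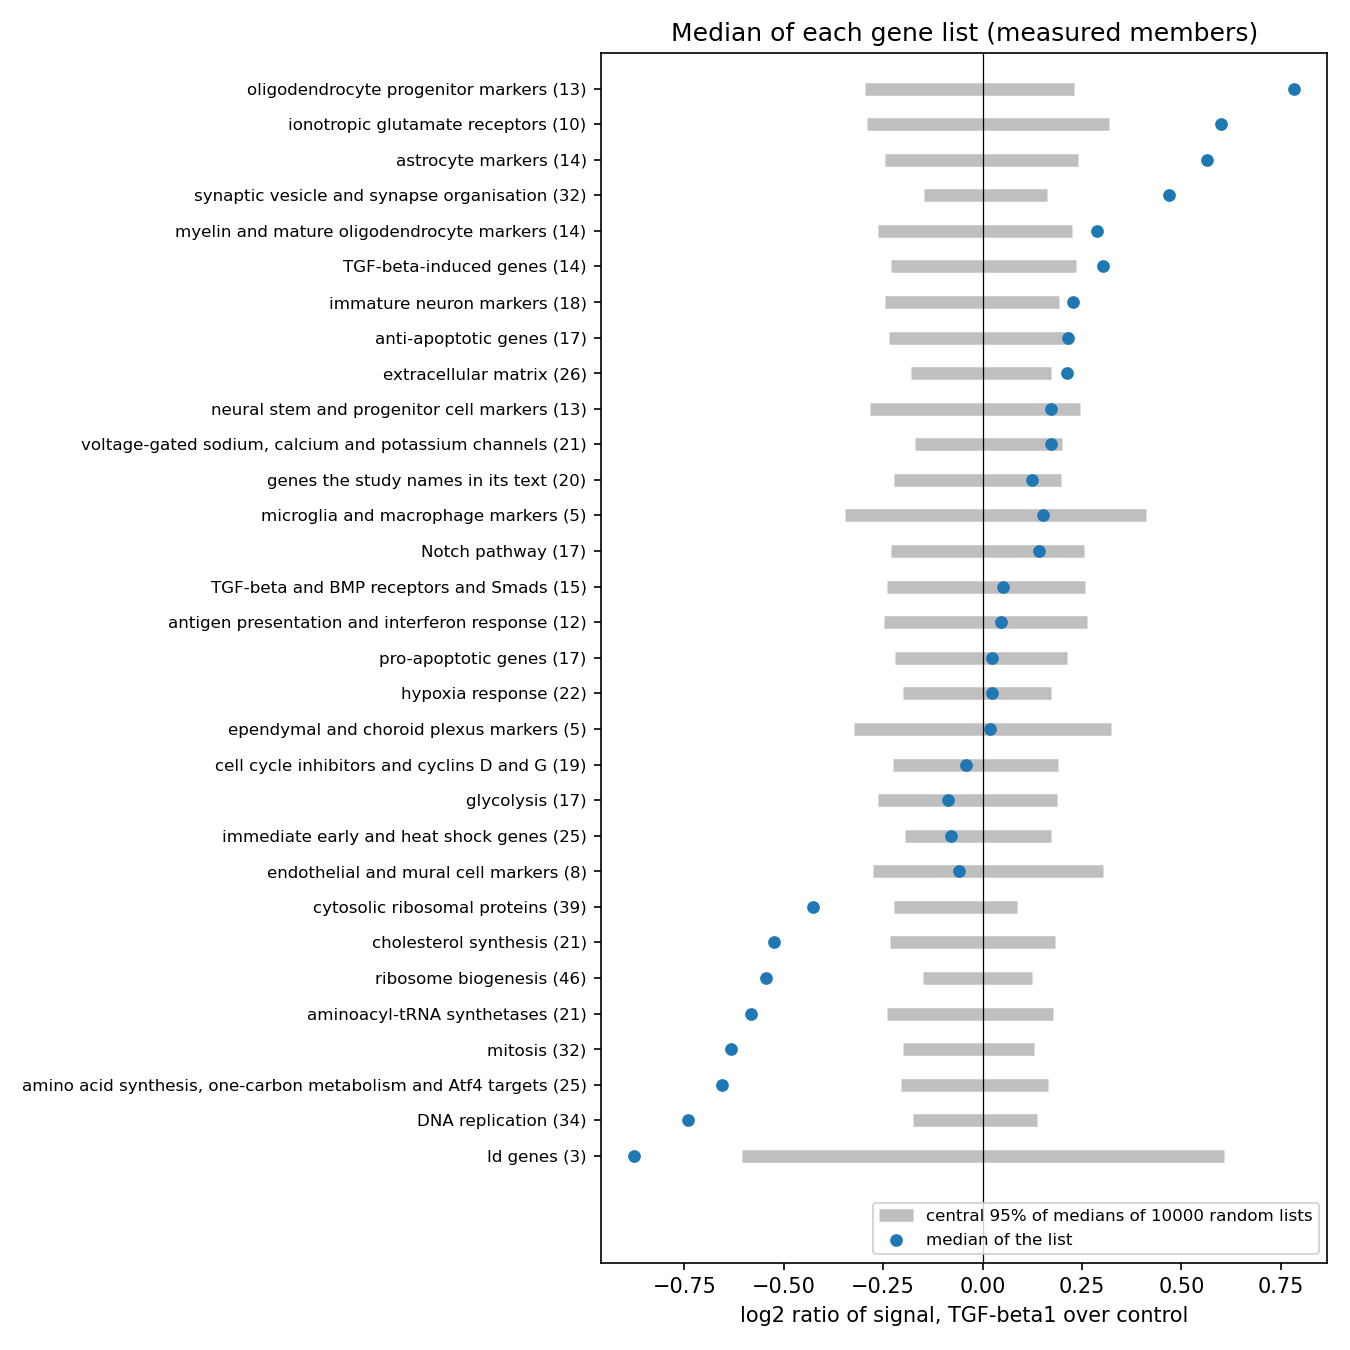
Median log2 ratio, TGF-β1 over control, of each of 31 gene lists (points), with the number of measured genes in brackets and the central 95% of the medians of 10000 random lists matched on signal (bars). Oligodendrocyte progenitor markers lie highest, at 0.78, and the 3 Id genes lowest, at -0.88.

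Transcripts of the TGF-β and Notch pathways and of progenitor identity were mixed. TGF-β-induced genes were higher for 10 of 14, 6 of them at least 1.5-fold, with a median of 0.30 at percentile 99.5, but 5 of the 14 were at the floor on 1 array, and the list fell inside the random range without a floor (percentile 90.1) and with the floor value added to every signal (percentile 85.5). Besides Pmepa1, the growth factor Vegfa was 2.53-fold higher (151 against 59.8) and Skil, a Smad corepressor, 1.60-fold higher (547 against 343). This list is not independent evidence for Dab2, Bgn and Klf10, which the study reported. Of the 3 measured Id genes, repressors of bHLH transcription factors, Id1 was 1.86-fold lower (57.1 against 106) and Id3 was lower too. The study reported Id3, so the list is not independent evidence for it. Id2 was 1.30-fold higher (1906 against 1462), but its second probe set had a log2 ratio of -1.38 and the mean over both turned to -0.50. The Id median of -0.88 lay at percentile 0.17 and fell inside the random range with the floor at the 60th percentile (percentile 34.8). It had the opposite sign, at 0.38, when probe sets with the suffixes _s_at, _x_at or _a_at were left out. That setting removed the only probe set of Id1, which has the suffix _a_at, and left Id2 alone. TGF-β and BMP receptors and Smads had a median of 0.05 at percentile 67.7, with 9 of 15 higher. The BMP receptor Bmpr2, below the floor in the control, was at least 3.32-fold higher with a signal of 80.6. Among genes above the floor on both arrays, Smad2, a TGF-β receptor substrate, was 2.02-fold lower (58.7 against 118). Smad5, of the BMP pathway, was 1.64-fold higher (337 against 205), with a log2 ratio of -0.15 for its other probe set. The Notch pathway list had 12 of 17 genes higher, 3 of them at least 1.5-fold, and a median of 0.14 at percentile 88. After Hes1 its largest ratios above the floor on both arrays were those of Dtx1, 1.54-fold higher (56.2 against 36.5), and Maml1, 1.47-fold lower (40.1 against 58.8). Only Hes5, also in the progenitor list, was at least 1.5-fold lower. It was below the floor with TGF-β1, and so at least 1.58-fold lower with a control signal of 38.5. Neural stem and progenitor cell markers had 8 of 13 higher and a median of 0.17 at percentile 93.6, outside the random range only without a floor; the tetraspanin Cd9 was 2.23-fold higher (1094 against 491) and the FGF receptor Fgfr1 1.93-fold higher (310.5 against 161), against the lower Nes. Genes of these pathway and progenitor lists were named by the study on these arrays, and its supplement lists Cd9 and Fgfr1, so the lists are not independent evidence for Bmpr1a, Dll1, Jag1, Hes1, Nes, Cd9 and Fgfr1. The extracellular matrix list had 15 of 26 genes higher, 7 at least 1.5-fold, and a median of 0.21 at percentile 99.1, which held in only 6 of 11 alternatives. Its distance from random lists, 0.22, turned to -0.11 with the floor at the 20th percentile, -0.10 without a floor and -0.038 with the floor value added to every signal, and lay inside the random range with the floor at the 60th percentile (0.081) and as the mean over probe sets (0.16). In it the protease Mmp11 was 2.11-fold lower (38.4 against 81.2) and the basement membrane protein Nid2 1.84-fold lower (61.8 against 114), in contrast to Tnr.

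Lists of glycolysis, hypoxia, apoptosis, interferon response and stress stayed within the central 95% of random lists. Anti-apoptotic genes had 13 of 17 higher and a median of 0.21 at percentile 97.2: Faim2, an inhibitor of Fas signalling, was 2.75-fold higher (203 against 73.8), Ier3 1.97-fold higher (78.2 against 39.7) and the kinase Akt1 1.85-fold higher (674 against 364), with log2 ratios of 0.75 and, at a low signal, -0.12 for its other probe sets. The study reported cell death as a category and lists Akt1 and Ier3, so the apoptosis lists are not independent evidence. Pro-apoptotic genes had 9 of 17 higher and a median of 0.02 at percentile 62.5, which turned to -0.02 after quantile normalization and -0.01 after loess, with Casp6 1.57-fold lower (34.6 against 54.4), Faslg 1.48-fold higher (36.7 against 24.8) and Aifm1 1.36-fold lower (108 against 147). Glycolysis, which the study also reported, is not independent evidence. It had 11 of 17 genes lower and a median of -0.09 at percentile 32.8; Tpi1 was 1.59-fold lower (369 against 586) and Eno2, the neuronal enolase, 1.48-fold higher (114 against 77.2). The hypoxia response list had 11 of 22 higher and a median of 0.02 at percentile 66, with Epas1 and Vegfa higher and Higd1a 1.60-fold lower (520.3 against 830.2), or -0.40 on the log2 scale by its other probe set. Antigen presentation and interferon response genes had 6 of 12 higher and a median of 0.05 at percentile 62.8, with Socs3 1.67-fold lower (26 against 43.4), Mx2 1.49-fold lower (26.2 against 39.1) and Stat2 1.39-fold higher (83.5 against 60.1). Immediate early and heat shock genes had 10 of 25 higher and a median of -0.08 at percentile 23.2, and beside Myc the transcription factor Klf2 was 2.62-fold lower (40.8 against 107), with a log2 ratio of -0.49 for another probe set.

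Array controls differed little between the arrays. The 18 hybridisation spikes, bacterial and phage transcripts added in fixed amounts, had ratios between 0.782, from a spike at the floor, and 1.20, with a median of 1.05. The ratio of 3′ to 5′ signal, which rises when RNA is degraded, was 1.38 with TGF-β1 and 1.16 in the control for β-actin, and 1.14 and 1.16 for Gapdh. For hexokinase the 5′ probe set was below the floor on both arrays, so no ratio is given.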

Values the study reported

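Across its 2 array experiments, the study found 872 probe sets regulated by TGF-β1, 448 of them enhanced and 424 reduced, by change calls. Its supplement describes most genes as regulated alike in both experiments. This array measured 15,923 probe sets. By quantitative PCR the study found higher Dab2, Dll1, Jag1, Hes1, Ascl1 and Dcx and lower Tgfbr2 with TGF-β1. A Western blot showed more DCX protein. By quantitative PCR its decrease of Mbp did not reach significance (P = 0.057), although its supplementary gene lists give Mbp as reduced on the arrays. The study also describes a strong reduction of MBP staining, without showing the data.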

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

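The count in this part and the probe sets singled out were chosen after the result was seen, and no test was run on them. Probe sets with no or several gene symbols lie outside the gene comparison, yet 57 of the 1691 above the floor were at least 2-fold higher with TGF-β1 and 18 at least 2-fold lower. The largest ratio among them was 8.64-fold higher (570.1 against 66), followed by 6.71-fold higher (506 against 75.3). The lowest were 3.04-fold lower (30.6 against 93) and 2.63-fold lower (131 against 344). Their genes were not worked out. No biological explanation was tested.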

How the results depend on the processing

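The alternatives for counts, lists and named genes were chosen before the data were examined, and only those for the symbol families of the next part were chosen after the result was seen. Of 1040 values of named genes under an alternative, 984 stayed within the spread between probe sets and 56 moved, and 0 turned sign among genes at least 1.5-fold higher or lower. Among smaller ratios Mbp turned sign after quantile normalization and loess, and Id2 turned to -0.50 as the mean over probe sets. Of 340 list values, 298 stayed within the spread of random lists, 38 moved and 4 turned sign in lists outside the random range. List values below are differences from the median of random lists. The lists for DNA replication, mitosis, aminoacyl-tRNA synthetases, amino acid synthesis, ribosome biogenesis, ribosomal proteins, cholesterol synthesis, synapses, glutamate receptors, astrocytes and oligodendrocyte progenitors stayed outside the central range of random lists under all 11 alternatives. The microglia list could not be measured at the 60th percentile floor. Low signal over background limits what the lower floors measure, since they admit probe sets near background.

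With the floor at the 20th percentile, 251 genes were at least 2-fold higher and 262 lower, and 906 and 1061 at 1.5-fold; this setting both admits more genes near background and loosens the bound of genes at the floor. The extracellular matrix list turned to -0.11, Id genes gave -0.54, immature neurons 0.14, astrocytes 0.43, microglia -0.10 and the genes the study names -0.035. With the floor at the 60th percentile, fewer genes were measured and ratios at the floor shrank by construction, and the counts were 69 higher and 55 lower at 2-fold and 348 and 412 at 1.5-fold. List values were then 0.70 for TGF-β-induced genes, -0.12 for Id genes, 0.081 for extracellular matrix, -0.61 for DNA replication, 0.35 for glutamate receptors, 0.29 for voltage-gated channels, 0.74 for astrocytes, -0.22 for endothelial and mural cells, 0.51 for ependyma, -0.38 for cholesterol synthesis, 0.21 for hypoxia, -0.076 for pro-apoptotic genes, 0.22 for interferon response and -0.20 for the genes the study names.

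With no floor, 500 genes were higher and 742 lower at 2-fold, and 1243 and 1670 at 1.5-fold; TGF-β-induced genes gave 0.17, Id genes -0.54, extracellular matrix -0.10, astrocytes 0.44 and the genes the study names -0.034. With the floor value added to every signal, which shrinks ratios of low signals by construction, 63 genes were higher and 46 lower at 2-fold and 387 higher at 1.5-fold. List values were then 0.049 for TGF-β-induced genes, -0.37 for Id genes, -0.038 for extracellular matrix, -0.56 for DNA replication, 0.081 for immature neurons, 0.26 for synapses, 0.24 for glutamate receptors, 0.18 for astrocytes, 0.69 for oligodendrocyte progenitors, 0.079 for myelin, -0.47 for amino acid synthesis, -0.42 for ribosome biogenesis, 0.078 for anti-apoptotic genes and -0.041 for the genes the study names.

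Quantile normalization gave -0.26 for ribosomal proteins, and the mean over probe sets gave -0.37 for cholesterol synthesis. Without probe sets for shared transcripts only 1 Id gene was measured, Id2, and the Id value turned to 0.45. Except where a construction is named, the cause was not tested. No scaling moved the split of higher and lower genes by more than 10 percentage points.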

Other observations

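In this part the search of symbol families, the comparison of cultures and the tests of equal dilution were chosen after the result was seen; the loess, second probe set and 2-fold tests were written before. Besides the lists of the report, genes of the mitochondrial ribosome and genes with the symbol stem Eif were lower with TGF-β1. Of 102 symbol families with at least 8 measured genes, 6 lay below percentile 0.5 of random lists and 2 above 99.5. Small-subunit mitochondrial ribosomal proteins were lower for 25 of 26 genes (median log2 ratio -0.47), among them Mrps27 at 2.16-fold and Mrps33 at 1.82-fold, and large-subunit ones for 42 of 45 (median -0.40), among them Mrpl12 at 1.96-fold. The Eif stem, which holds initiation factors but also their kinases and repressors, was lower for 38 of 46 genes (median -0.33), including Eif1a, 2.33-fold, and Eif4a1, 1.92-fold. These 3 families stayed below percentile 0.5 under 10 alternatives.

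Nucleoporins were lower for 15 of 19 genes (median -0.42), among them Nup43 at 2.20-fold and Nup133 at 1.88-fold, and Nudix hydrolases, read here by their Nudt symbols, for 7 of 11. Neither kept its place under all alternatives: the percentile was 1.72 for nucleoporins as the mean over probe sets and 5.04 for Nudt genes with the floor at the 60th percentile. Rab-named genes were higher for 29 of 44 (median 0.24, and percentile 99.2 as the mean over probe sets). Rab31 among them was 2.05-fold higher, but a second probe set had a log2 ratio of only 0.43. Solute carriers were higher for 88 of 129 (median 0.19), for example the chloride transporter Slc12a5, 2.06-fold. Ribosomal protein genes of the large subunit were the sixth lower family, 26 of 27, and belong almost wholly to a list of the report.

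The lower signals of division and growth genes were weighed against 3 other explanations. A signal-dependent bias left by global scaling would bring the median of 218 genes near 0 after loess, but it was -0.55, with a spread of 0.0307. Loess moved genes by a median of only 0.0313, so the trend it found was small beside the pattern, and random lists matched on signal had a median of -0.02 where DNA replication had -0.74. Error of single probe sets would do the same to second probe sets, but their median was -0.47 over 25 genes. A difference between the 2 cultures that TGF-β1 did not make stays open from these arrays, with 1 array per group. The study's supplement describes most genes as regulated alike in its 2 independent array experiments, but the other experiment was not analysed here. A slower cell cycle under TGF-β1 stays open too, as a hypothesis, since these arrays did not measure division. The study cites its own earlier work, in which a week of TGF-β1 lowered proliferation of progenitor cultures and led cells out of the cycle.

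The higher signals of glial and synaptic genes were not removed by loess either, with a median of 0.54 over 69 genes after it against 0.53 before, and here too the trend it found was small. If fewer dividing cells merely left a larger share of other neural cells, the 5 lists of neural types would be raised alike, and the gap between oligodendrocyte progenitors and immature neurons was 0.57. That gap was 3.28 times the spread of random lists, 0.173, which was used at first with a limit of 3, but only 1.84 times the bootstrap spread of 0.308, which replaced it after that result was seen. In a later test, shuffling the 91 members among the 5 lists gave a gap of medians of 0.56 or more in 488 of 10000 shuffles (4.88%). The limit of 5% was set before that test was run, but the test itself was chosen after the earlier results were seen. Its value lies almost at the limit, and immature neurons, the lower end of the gap, are neither a glial nor a synaptic list. These tests therefore cannot decide whether equal dilution is the whole cause. Equal dilution, a change within single cell types and a difference between the cultures that TGF-β1 did not make all stay open.

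For ratios of 2-fold or more resting on 1 probe set, error or isoform choice of single probe sets was examined through second probe sets. Of 32 such genes, 34.4% (11 genes) had a second probe set at 1.5-fold or more in the same direction, with a 95% interval of 20.4% to 51.7%, and 27 shared the direction. These genes were picked because their first probe set reached 2-fold, so second probe sets tend to give smaller ratios even where a change is real. The share therefore cannot be read strictly against the limit of 50% set before, past which the interval also reaches. This explanation stays open for single genes.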
